A study of Mus musculus with 8 samples. Its data were reported in "Polycomb dysregulation in gliomagenesis targets a Zfp423-dependent differentiation network" (2016).

How the data were processed

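H3K27me3, the histone H3 lysine modification laid down by Polycomb repressive complex 2, was profiled by chromatin immunoprecipitation followed by sequencing in 5 mouse cell libraries. AstroEGFR cells, replicates 1 and 3, were cortical astrocytes from early postnatal mice that lacked the Ink4a/Arf locus and carried a retroviral vector for a constitutively active human EGF receptor. PT cells, replicates 1, 3 and 4, were glioma propagating cells derived from tumours that had grown in nude mice after transplantation. A further 3 input libraries (2 AstroEGFR and 1 PT) were not analysed here. Groups and replicate numbers were taken from the sample labels.

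The authors called peaks in each library separately with MACS, a peak caller that compares read pile-ups with a local background, as the peak names in the lists show. Each deposited list gave chromosome, start, end, name and a score per peak. The score is the authors' own value and is taken to be a scaled negative logarithm of a p-value, which the lists do not state. Its lowest value lay between 70.05 and 75.69 in the 5 lists, and many of the strongest peaks shared the value 3100. It was used only to rank or filter peaks within a list. The labels and the methods read here do not state the version of MACS, the aligner, the input or the number of reads for each library. The methods name Illumina GA-II or HiSeq sequencers and do not say which was used for which library. The Supplementary Methods, to which the study refers for its computational analysis, were not read. Read depth is therefore unknown, and a region without a peak is a region that did not pass the threshold of that list, which is not the same as a region without the mark. Differences in depth, immunoprecipitation yield or input between libraries change the number, width and score of peaks.

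The labels and the methods read here do not state the genome build either. Peaks reached past the last annotated gene of GRCm38 on several chromosomes, with 1336 such peaks on chromosome 7, and sequence names ending in random were those of NCBI build 37 (mm9), so positions are given as in the lists and are taken to be on that build. Gene annotation of that build was not used here. The planned counts of marked genes (genes marked per library, in all PT, in all AstroEGFR, acquired, lost and retained), the position of peaks around transcription start sites and the tests of gene lists were therefore not run, and no gene is named.

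Lists were read with Python 3.11.15 and pandas 2.3.3 and compared with numpy 2.4.6 and scipy 1.17.1. Covered length is the sum of peak widths, since no peaks overlapped within a list. The union of all peaks was merged where peaks overlapped or touched, and a region counted as marked in a library when at least 1 bp of it lay in a peak of that library. Acquired regions were marked in all 3 PT and in neither AstroEGFR library, and lost regions in both AstroEGFR and in no PT library. The Jaccard index of 2 lists is the number of base pairs in both divided by the number in either. The strongest peaks of a list are its 3722 peaks with the highest score, 3722 being the length of the shortest list. When a list was limited to the covered length of AstroEGFR 1, peaks were taken in order of score until that length was reached. Chance overlap was estimated by shifting the peaks of each library along each chromosome by a random amount, wrapping at the end, in 100 draws with a fixed seed. Chromosome spans run up to the last peak in any list.

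The library was the unit of every test. Means were compared by an exact permutation test, two-sided on the absolute difference, over the 10 splits of 5 libraries into 2 and 3; the smallest p this design allows is 0.1, so no comparison of group means can pass 0.05. Counts of acquired and lost regions were set beside the counts for the other choices of 3 or of 2 libraries. Shares of peaks in a single library carry Wilson 95% confidence intervals, which cover counting error only, since neighbouring peaks are not independent. The groups, these tests and the rule for naming regions (the 5 acquired regions whose lowest within-list percentile of the best peak score over the 3 PT libraries was highest) were set in advance. So were the alternatives by score, number of peaks, chromosome, overlap, merging gap and omitted replicate. Comparisons within the 2 sets of lists, described below, and those resting on distance or on the strongest peaks were chosen after seeing the data.

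The overlap functions were tested on simulated lists of the 5 libraries with 6628 planted regions in 31 combinations of libraries, of which 100% were put in their class, including the 200 simulated acquired regions. Jaccard indices and overlap counts were checked against bedtools 2.31.1. Figures were drawn with matplotlib 3.10.9.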

Results

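The distribution of H3K27me3 was compared between 2 stages of gliomagenesis, tumorigenic astrocytes before transplantation (AstroEGFR, n = 2) and glioma propagating cells from the resulting primary tumours (PT, n = 3). The question was whether the mark is redistributed in the passage from one stage to the other. The deposited lists held 34021 peaks for AstroEGFR 1, 3722 for AstroEGFR 3, 64504 for PT 1, 40090 for PT 3 and 66279 for PT 4. The number of reads behind each list is unknown.

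The lists fell into 2 sets on a technical feature. AstroEGFR 1, PT 1 and PT 4 held 179, 194 and 236 peaks on unplaced sequences, whereas AstroEGFR 3 and PT 3 held 0. At the pooled rate of the first set, 0.370% of peaks, about 13.8 such peaks would have been present in AstroEGFR 3 and 148 in PT 3, so the absence did not follow from list length. Each set held libraries of both groups, and the comparisons below are therefore also given within sets.

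PT lists held 56958 ± 14635 peaks (SD, n = 3) and AstroEGFR lists 18872 ± 21425 (SD, n = 2), a difference of 38086 peaks. In the exact permutation test (two-sided), 2 of the 10 splits gave a difference as large (p = 0.2). Covered length was 70.5 ± 27.2 Mb (SD, n = 3) in PT and 26.8 ± 32.9 Mb (SD, n = 2) in AstroEGFR, a difference of 43.8 Mb that 3 of the 10 splits reached (exact permutation p = 0.3). By library, the covered length was 50.1 Mb in AstroEGFR 1, 3.48 Mb in AstroEGFR 3, 87.9 Mb in PT 1, 39.2 Mb in PT 3 and 84.6 Mb in PT 4. The range within AstroEGFR exceeded the difference between groups in covered length, and fell short of it in peak number. Separating the libraries by set instead of by stage gave a difference of 33029 peaks and of 52.8 Mb, the latter larger than that between stages. Within sets the direction held in each pair of libraries: PT 1 and PT 4 had 1.90 and 1.95 times the peaks of AstroEGFR 1, and PT 3 had 10.8 times those of AstroEGFR 3. One AstroEGFR library stood in each set, so these ratios have no replicate check. Among the alternatives, the difference in peak number moved most when each list was restricted to its upper 50% by score, which lowers it by construction, to 19043 peaks. Without AstroEGFR 3 it was 22937 peaks and 20.5 Mb, and without AstroEGFR 1 it was 53236 peaks and 67.1 Mb.

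**Figure D1:**
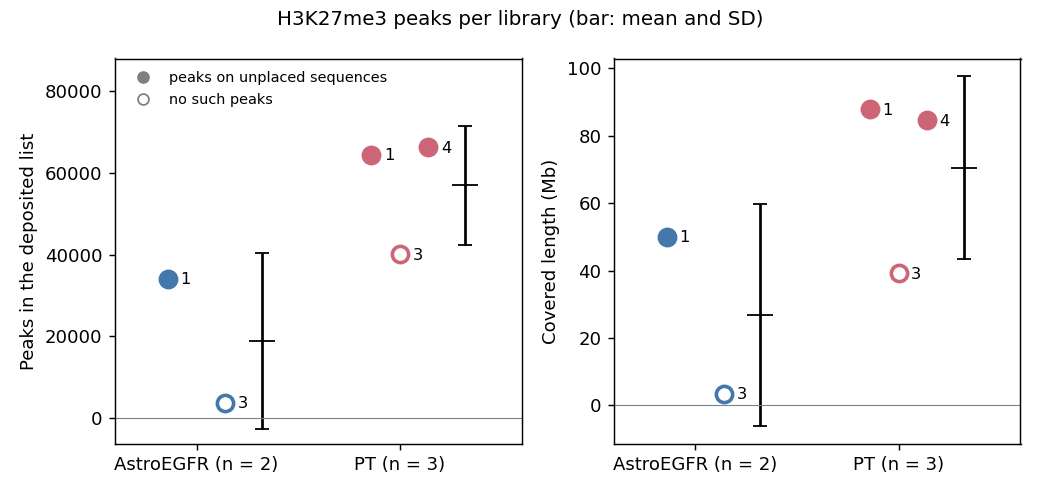
Number of peaks (left) and covered length in Mb (right) of the 5 H3K27me3 lists, by stage, with the replicate number beside each point and the mean and SD beside each group. Filled points hold peaks on unplaced sequences and open points hold none; AstroEGFR 3 had 3722 peaks and each PT list at least 40090.

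Peak shape and score also differed between libraries. The median peak width was 1031 bp in AstroEGFR 1 and 764 bp in AstroEGFR 3, against 808, 684 and 792 bp in PT 1, PT 3 and PT 4. The widest peak spanned 89275 bp in AstroEGFR 1, 139092 bp in PT 1 and 141836 bp in PT 4, but 31931 bp in AstroEGFR 3 and 23377 bp in PT 3. Scores of 3100 or more were given to 1.82% of the peaks of PT 1 and 1.63% of those of PT 4, and to 0.229% of those of PT 3, 0.570% of those of AstroEGFR 1 and 0.618% of those of AstroEGFR 3.

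To ask whether peak lists resembled each other by stage, the Jaccard index was computed for the 10 pairs of libraries. It averaged 0.226 for pairs within a stage and 0.155 for pairs between stages, a difference of 0.0709 that 3 of the 10 splits reached (exact permutation test, two-sided, p = 0.3). Divided by set, the mean was 0.302 within and 0.105 between, and the difference of 0.197 was the largest of the 10 splits. The closest pair was PT 1 with PT 4 (0.506). AstroEGFR 1 shared more with PT 1 (0.325) and PT 4 (0.321) than PT 3 did (0.183 with each), and the 2 AstroEGFR lists had an index of 0.0333. The index cannot exceed the ratio of the shorter to the longer covered length. AstroEGFR 3 covered 3.48 Mb and AstroEGFR 1 50.1 Mb, so each pair with AstroEGFR 3 was low by construction. The value of 0.0333 alone therefore does not show that the AstroEGFR libraries differ in where the mark lies. With the strongest 3722 peaks of each list, the difference by stage was 0.0739 and that by set 0.215, again the largest of the 10.

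**Figure D2:**
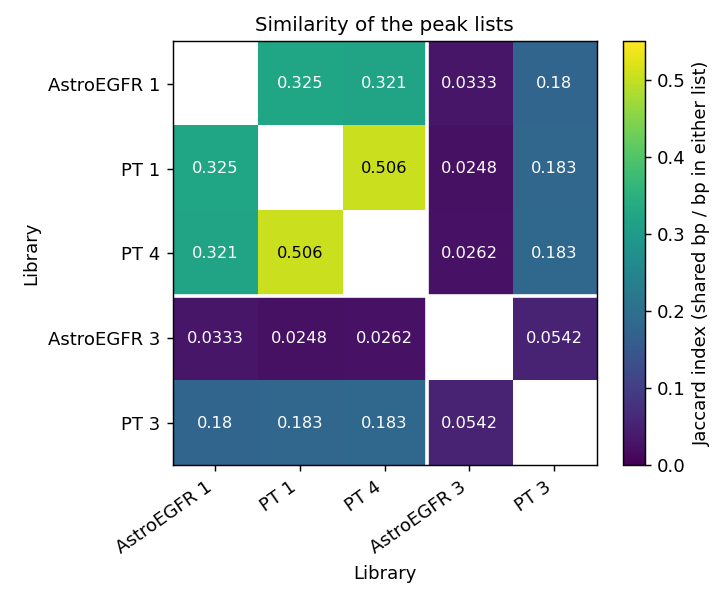
Jaccard index (base pairs in both lists over base pairs in either) for each pair of the 5 libraries, ordered by set, with white lines between the sets. The 3 highest values, from 0.321 to 0.506, join AstroEGFR 1, PT 1 and PT 4.

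The union of the lists made 99646 regions, of which 57054 (57.3%) were marked in 1 library only and 1309 in all 5. All 3 PT libraries marked 10990 regions and both AstroEGFR libraries 1585. Acquired regions, marked in all PT and in neither AstroEGFR library, numbered 3745, or 34.1% of those in all PT. Lost regions numbered 23. Randomly shifted lists gave on average 190 acquired regions (129 to 278 in 100 draws) and 83.5 lost regions (48 to 120). Acquired regions were thus more frequent, and lost regions less frequent, than under random placement. The shifts remove all overlap that comes from shared marking, so neither outcome is specific to stage. Regions marked only in AstroEGFR 1, PT 1 and PT 4 averaged 164 in the same draws, against 7410 observed. Among the 10 choices of 3 libraries, however, the 3 PT ranked second: AstroEGFR 1, PT 1 and PT 4, the 3 lists of one set, shared 7410 regions marked in neither of the others. The 23 lost regions were the fewest among the 10 choices of 2 libraries, the next being AstroEGFR 3 with PT 1 (43 regions). With equal numbers of peaks per list, 188 regions were acquired and 49 lost, and the same set of 3 libraries shared 503. The 49 lost regions were then no longer the fewest, since AstroEGFR 3 with PT 1 shared 44. The 3722 peaks used per list are the whole list of AstroEGFR 3, weak peaks included, and only the strongest part of the others.

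**Figure D3:**
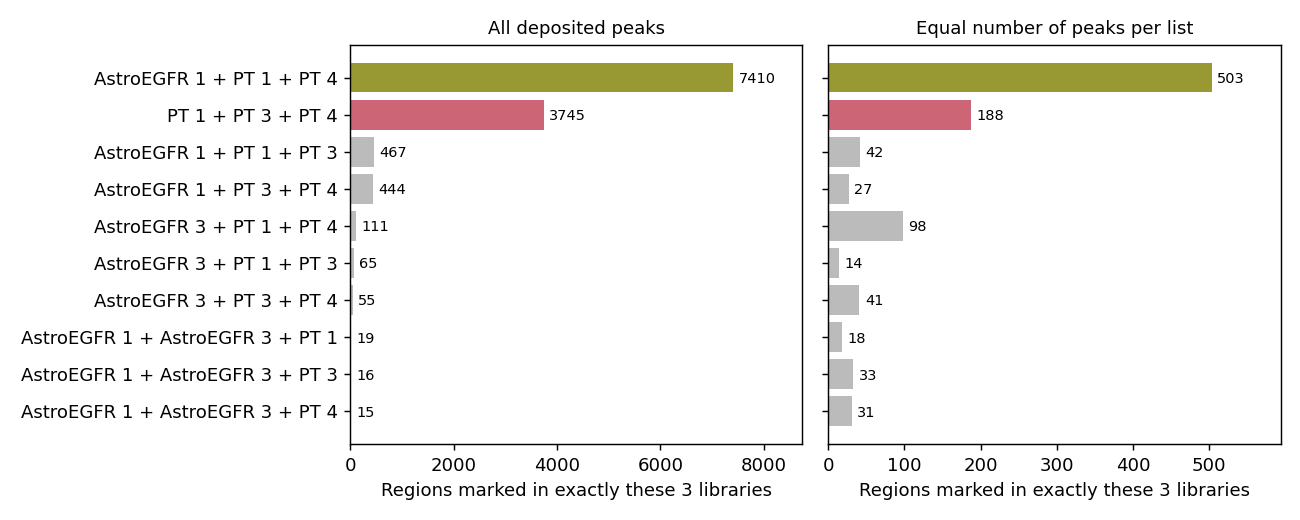
Number of regions marked in exactly the 3 libraries named on the vertical axis, for all deposited peaks (left) and for the strongest 3722 peaks of each list (right). The 3 PT libraries (3745 and 188 regions) came second to AstroEGFR 1 with PT 1 and PT 4 (7410 and 503 regions).

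Single libraries decided both counts. Of the regions marked in all PT, 64.0% were also marked in AstroEGFR 1 and 13.9% in AstroEGFR 3. Without AstroEGFR 1 the acquired regions numbered 9713, and without PT 3 they numbered 18440. Without AstroEGFR 3 the lost regions numbered 6431. Within sets, PT 1 and PT 4 shared 18791 regions absent from AstroEGFR 1, which held 7318 regions absent from both, and PT 3 had 37711 regions absent from AstroEGFR 3, which held 1240 absent from PT 3. Between PT 3 and AstroEGFR 3 the excess of gained over lost regions restates the difference in list length (36368 peaks).

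Acquired regions had a median width of 1852 bp, inside the range of the 9 other classes of regions marked in exactly 3 libraries (1511 to 2111.5 bp). Regions marked in all 5 libraries had a median of 7131 bp, but merging makes regions shared by more lists wider. The best peak of an acquired region stood at a median within-list percentile of 67.8 in PT 1, 53.0 in PT 3 and 65.5 in PT 4. In the regions marked only in AstroEGFR 1, PT 1 and PT 4, these medians were 71.8 in PT 1 and 70.8 in PT 4. Of the 1066 regions among the strongest 3722 peaks of all 3 PT lists, 29 (2.72%) had no peak in either full AstroEGFR list. Of the 729 regions among the strongest peaks of both AstroEGFR lists, 0 lacked a peak in every PT list. These counts are not on equal terms, since absence was judged in both AstroEGFR lists for the first and in all 3, longer, PT lists for the second. Of the acquired regions, 611 (16.3%) lay within 1 kb of an AstroEGFR peak, 1579 (42.2%) within 5 kb and 3310 (88.4%) within 100 kb.

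The 5 acquired regions that ranked highest in all PT lists are given in the coordinates of the lists (taken as mm9; no gene annotation of that build was used). The first lay on chromosome 6 from 72123348 to 72166362 and spanned 43015 bp. It stood at or above percentile 99.1 in each PT list, with PT peaks covering 40467 bp in PT 1, 14085 bp in PT 3 and 42882 bp in PT 4. The nearest AstroEGFR peak was 47267 bp away. The second, on chromosome 9 from 63865064 to 63869661, was 146410 bp from any AstroEGFR peak and reached a score of 1272 in PT 3. The third lay on chromosome 5 from 34060585 to 34072035, with a lowest percentile of 98.3, and the fourth on chromosome 7 from 103945756 to 103981265, with a lowest percentile of 97.9. The fifth, on chromosome 15 from 58580513 to 58590896, lay 2611 bp from an AstroEGFR peak.

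Recovery of strong peaks was compared across lists. AstroEGFR 1 held a peak at 87.4% (Wilson 95% CI 86.3 to 88.4) of the strongest 3722 peaks of PT 1 and at 87.9% (86.8 to 88.9) of those of PT 4, more than PT 3 did (79.5%, CI 78.2 to 80.8, and 80.7%, CI 79.4 to 81.9), whose list covered less of the genome than that of AstroEGFR 1. AstroEGFR 3 held a peak at 23.7% and 25.5% of them. The 2 PT lists of that set recovered more: PT 4 held a peak at 99.9% of the strongest peaks of PT 1, and PT 1 at 99.5% of those of PT 4. Limited to the covered length of AstroEGFR 1, they held 98.5% (CI 98.1 to 98.9) and 97.6% (CI 97.1 to 98.1). In the other direction, PT 1 covered 97.2% (CI 96.6 to 97.7) of the strongest peaks of AstroEGFR 1. Limited to the covered length of AstroEGFR 1, PT 1 and PT 4 covered 87.6% and 87.8% of them, about as much as AstroEGFR 1 covered of theirs. The full list of PT 1 covered 68.0% (CI 66.5 to 69.5) of those of AstroEGFR 3.

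The distribution over chromosomes was uneven. Chromosome 10, with 4.87% of the span, held 11.8% (Wilson 95% CI 11.4 to 12.1) of the peaks of AstroEGFR 1, 9.32% of those of PT 1, 14.9% (CI 14.6 to 15.3) of those of PT 3 and 8.78% of those of PT 4, but 2.93% (CI 2.43 to 3.52) of those of AstroEGFR 3. Its ratio of peaks to span was 2.41 in AstroEGFR 1, 1.91 in PT 1, 3.07 in PT 3 and 1.80 in PT 4. Chromosome 11 had a ratio of 1.37 to 1.87 in all 5 lists, including 1.81 in PT 1, 1.87 in PT 4 and 1.84 in AstroEGFR 3, so in PT 1 and PT 4 the 2 chromosomes were alike. Chromosome 10 also held 12.0% of the acquired regions and 5.19% of those marked in all 5. Chromosome 12 held 13.7% (CI 12.7 to 14.9) of the peaks of AstroEGFR 3, against 3.40% to 4.45% in the other lists. Chromosome X, with 6.31% of the span, held 1.48% of the peaks of AstroEGFR 3 and 0.473% or less in the others.

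**Figure D4:**
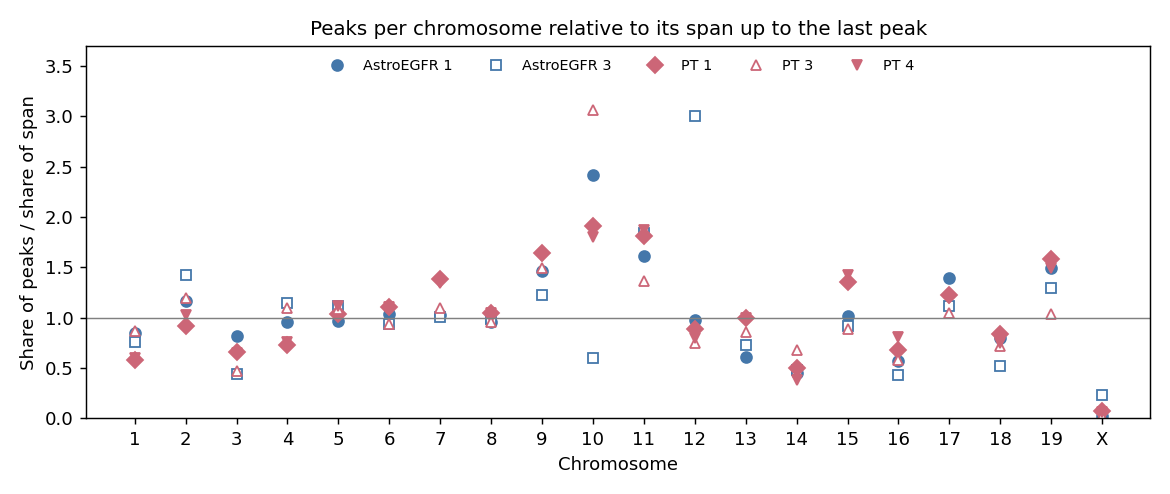
Share of the peaks of each library on a chromosome divided by the share of the span of that chromosome up to its last peak; filled symbols are lists with peaks on unplaced sequences, and the grey line marks 1. Chromosome 10 stands at 3.07 in PT 3 and at 0.601 in AstroEGFR 3; chromosome Y is not drawn.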

Values the study reported

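The study counted 2,306 gene hits for H3K27me3 in PT and 668 in AstroEGFR cells. It reported that 456 genes acquired the mark in all PT. The study also measured H3K27me3 at selected genes by immunoprecipitation followed by quantitative PCR, normalized to total H3. It reported a gain of the mark in PT there, which does not rest on peak lists.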

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

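The restrictions to regions away from AstroEGFR peaks, to the strongest peaks and to single sets of lists were chosen after seeing the data; the other alternatives were fixed before the data were examined. Differences between stages in peak number and covered length kept their direction under each alternative that was run. The difference in similarity kept its direction with score-filtered lists and with equal numbers of peaks, but omission of replicates was not run for it. It rested largely on PT 1 with PT 4 (Jaccard index 0.506). The other pairs within a stage (0.0333, 0.183 and 0.183) lay inside the range of pairs between stages (0.0248 to 0.325). Its stability to the omission of a library is therefore not shown. In no case could a p-value fall below 0.1. The difference in peak number ranged from 22937 to 53236 when each library was left out in turn, and that in covered length from 20.5 to 67.1 Mb; the lowest values came without AstroEGFR 3 and the highest without AstroEGFR 1. The difference of 9.27 Mb with the strongest 3722 peaks per list says nothing on stability, because these are the whole list of AstroEGFR 3 and only the strongest, and so wider, peaks of the PT lists.

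Counts of regions were less stable. Acquired regions numbered 3745 and lost regions 23 with all peaks. They numbered 1824 and 14 in the upper 50% of each list by score, 2136 and 7 with a score of at least 100, and 188 and 49 with equal numbers of peaks. Stricter lists hold fewer peaks to share but also fewer that exclude a region, so the construction does not fix the direction of either count. Acquired regions fell under each of these settings. Lost regions fell under both score filters but rose to 49 with equal numbers of peaks. With equal numbers the excess of acquired over lost regions shrank, in a comparison that sets the whole list of AstroEGFR 3 against the strongest peaks of the others. Leaving out each replicate in turn gave from 3963 to 18440 acquired regions, the highest without PT 3, and from 40 to 6431 lost regions, the highest without AstroEGFR 3; without AstroEGFR 1 these were 9713 and 557. Only the omission of AstroEGFR 3 kept the acquired count within 1.5 times, and no omission did so for the lost count. Dropping a library from the definition relaxes it, so the counts can only stay or rise apart from small effects of merging. Restriction to autosomes, a coverage of at least 25% of the region and merging across gaps of up to 1000 bp left both counts within 1.5 times.

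Of the acquired regions, 2166 lay more than 5 kb from any AstroEGFR peak, and 29 remained among the strongest peaks of all 3 PT lists. The corresponding number of lost regions among the strongest peaks was 0. This count had little room to be higher, because only 23 regions were lost and their median percentile in AstroEGFR 1 was 27.9. Absence was also judged in the longer PT lists, so 29 and 0 are not on equal terms. Within the lists with peaks on unplaced sequences, 18791 regions were acquired and 7318 lost, and within the lists without them 37711 and 1240, where fewer libraries had to share a region.

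Libraries 1 and 3 exist in both stages. In the study the AstroEGFR numbers name independent batches of astrocytes, and PT grew from such batches, so libraries of the same number may be an astrocyte batch and its tumour. Neither the labels nor the text read here state that the number of a PT library is that of its batch, PT 4 has no AstroEGFR library of its number, and the numbers coincide with the sets. The paired (replicate block) difference was 33426 peaks and 36.8 Mb over the 2 pairs, and 5814 regions were acquired and 40 lost in both pairs. With 2 pairs these values are by construction those obtained without PT 4, so the pairing is no separate check. The Jaccard index of AstroEGFR 1 was 0.325 with PT 1 and 0.321 with PT 4, so sharing a number added little to sharing a set.

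The alternatives set out for marked genes were not run, since no annotation of the build was used here. Since read depth is unknown, the low counts for AstroEGFR 3 limit every statement that rests on the absence of a peak in that library.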

Other observations

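All tests in this part were chosen after the results they bear on had been seen, during an exploration of the same lists, so what they show is a set of hypotheses.

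PT lists held more peaks than AstroEGFR lists. The technical split into lists with and without peaks on unplaced sequences cannot be the whole source, because within sets PT still had at least 1.90 times the peaks of AstroEGFR. That leaves open a lower sensitivity of the AstroEGFR lists, through depth, immunoprecipitation yield or the input, and a gain of the mark in PT. One comparison across sets starts from PT 3, since AstroEGFR 1, PT 1 and PT 4 all belong to the other set. AstroEGFR 1 held 67.0% of the strongest peaks of PT 3, and PT 1 and PT 4, limited to the same covered length, held 66.5% and 68.8%. The mean difference was 0.672 percentage points, as a lower sensitivity of AstroEGFR 1 would give, but only covered length was matched. The limited lists held 15967 (PT 1) and 19206 (PT 4) peaks, against 34021 in AstroEGFR 1. The effect of this difference in peak number on the shares was not tested. Within the set the same comparison went the other way: of the strongest peaks of PT 1, AstroEGFR 1 held 87.4% and the limited list of PT 4 98.5%, and of those of PT 4, AstroEGFR 1 held 87.9% and the limited list of PT 1 97.6%, gaps of 11.1 and 9.75 points. In reverse, the limited lists of PT 1 and PT 4 held 87.6% and 87.8% of the strongest peaks of AstroEGFR 1. These shares were close to those that AstroEGFR 1 held of theirs, but the set has no other AstroEGFR list to serve as a reference in reverse. The full lists of PT 1 and PT 4 held 97.2% and 96.0%, so the reverse shares depend on the limit. The 2 directions are therefore not the same measure, and they do not decide whether the gaps reflect a gain in PT. From these lists alone, lower sensitivity and a gain in PT cannot be told apart. The comparisons across and within sets differ and rest on a single AstroEGFR library. Of the strongest peaks of AstroEGFR 3, 53.5% were found in AstroEGFR 1, and 53.5% and 56.9% in the limited lists of PT 1 and PT 4, so the strongest peaks of AstroEGFR 3 were found no more often in AstroEGFR 1 than in PT.

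AstroEGFR 1, PT 1 and PT 4 shared 7410 regions absent from the other lists, more than the 3745 that set PT apart. A processing difference between the sets and a common origin of these 3 libraries are both open. The contrast in Jaccard index by set, 0.197, the largest of the 10 splits, measures the same overlap again and favours neither. If PT 1 and PT 4 were both grown from AstroEGFR 1 cells, AstroEGFR 1 would resemble both alike, as it did (0.325 with PT 1 and 0.321 with PT 4), but both belong to the set of AstroEGFR 1, so origin and set cannot be told apart; the labels do not give the origin of PT 4.

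Widening of domains already marked in AstroEGFR does not account for all acquired regions, because 57.8% lay more than 5 kb from any AstroEGFR peak. Part of them may still reflect it, since 42.2% lay within 5 kb. When the same regions were placed at random along their chromosomes, 10.3% did on average (at most 11.8% in 100 draws). Random positions do not keep any clustering of peaks, and no other class of regions was compared. The contrast is therefore not specific to widening. Distances of 1, 10, 50 and 100 kb were looked at as well, and beyond 100 kb only 435 regions remained.

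Peaks were in excess on chromosome 10 in 4 of the 5 libraries. The excess was not singular in PT 1 and PT 4, where chromosome 11 had a similar ratio to the span (1.81 and 1.87), but chromosome 11 was also high in AstroEGFR 3 (1.84), whereas chromosome 10 was not. Weak background peaks cannot be the only source. The share was higher among the strongest 3722 peaks than among the rest in all 4, by 0.981 percentage points in PT 4 and by 9.05 in PT 3. The rest still held 8.69% (PT 4) to 14.1% (PT 3) on chromosome 10, above its 4.87% of the span, so weak peaks may add to the excess. The split into sets is not the source, because PT 3 had the highest ratio to the span, 3.07, while AstroEGFR 3 of the same set had 0.601. A dosage difference of the whole chromosome between the chromatin and its input, such as a gained copy, would raise peaks along all of it. In the 4 libraries, 10 to 12 of the 13 bins of 10 Mb on chromosome 10 had more peaks per Mb than the median bin of the other autosomes, but so did 71.4% to 100% of the bins of chromosome 19, whose ratio to the span was lower, from 1.04 to 1.58. The test does not separate a dosage difference from an uneven density of marked sequence or from a rise of the mark itself, and these cannot be told apart without input reads, which were not analysed here.

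Chromosome Y carried 24 peaks over 81.4 kb in AstroEGFR 3 and 23 peaks over 65.0 kb in PT 3, of which 5 and 4 reached a score of 3100, but 2, 6 and 2 peaks with scores of at most 180.8 in AstroEGFR 1, PT 1 and PT 4. AstroEGFR 3 and PT 3 alone shared 13 regions there. Different handling of repeated sequence in the 2 sets and a different sex chromosome content of the cells numbered 3 both predict this, and they cannot be told apart, because the libraries numbered 3 are also the set without unplaced sequences.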
